# Maternal Experience Leads to Lasting Gene Expression Changes in Some Regions of the Mouse Brain

**DOI:** 10.1534/g3.119.400249

**Published:** 2019-06-04

**Authors:** Michelle N. Arbeitman

**Keywords:** Behavior, transcriptome, mouse, pregnancy, maternal, brain

## Abstract

Rodent maternal behaviors are due to the coordinated effects of fluctuating hormones, with their onset triggered by interactions with newborn pups. Previous studies have shown that many genes have changes in expression during peripartum stages. However, it is unclear if there are long-lasting changes in gene expression, well after the performance of maternal behaviors, that could influence physiology and behavior throughout the remaining lifespan. Here, gene expression differences were examined in mouse between age-matched virgin and primiparous females, at least 4 weeks after weaning. Of the five brain regions examined—hypothalamus, hippocampus, cortex, cerebellum, and the amygdala—only the hypothalamus had thousands of genes with significant expression differences. The cerebellum had 130 genes with expression differences, and the other brain regions had no significant changes detected. The expression changes in the hypothalamus include an enrichment of genes that could mediate long-lasting behavioral and physiological changes, given their known roles in parental behavior, including *galanin* and *prolactin receptor*.

Studies in mammals have shown that there are long-lasting changes in the brain due to maternal experience that are apparent throughout the lifespan (reviewed in Kinsley and Amory-Meyer 2011; Kinsley *et al.* 2012; Hillerer *et al.* 2014; Bridges 2016; Stolzenberg and Champagne 2016). These changes include altered neuronal connectivity, neuron/glial cell number differences, changes in neuronal physiology, hormone levels, and changes that lead to altered gene expression, such as chromatin modifications. Furthermore, in humans, a prospective study of primiparous and nulliparous women found changes in gray matter structure that persisted for at least two years after pregnancy, in regions of the cerebral cortex that are thought to be involved in social processes (Hoekzema *et al.* 2017). Thus, cell- and molecular-level changes due to reproductive experiences may underlie long-lasting behavioral changes that have been observed in mammalian models.

For example, in rats, experienced mothers show a more rapid onset of maternal behaviors to pups from subsequent litters and increased maternal aggression to male intruders (Moltz and Robbins 1965; Scanlan *et al.* 2006). Maternal experience in rats also leads to long-lasting improvement in spatial learning and foraging (Pawluski *et al.* 2006a; Pawluski *et al.* 2006b), and to changes in anxiety levels associated with motherhood (reviewed in Byrnes and Bridges 2006; Lonstein 2007; Macbeth and Luine 2010). In mouse, the experience of pregnancy also influences subsequent behavior, given changes observed in a pup retrieval assay and in an operant conditioning assay in post-partum females compared to virgins (Gandelman *et al.* 1970; Hauser and Gandelman 1985). The study presented here seeks to determine if there are changes in gene expression in the brain that could underlie these long-lasting behavioral changes in mouse.

Previous studies have shown that thousands of mouse genes have changes in expression during peripartum stages (Gammie *et al.* 2005; Gammie *et al.* 2016; Ray *et al.* 2016). Our previous study showed that the changes were both time point and brain region specific (Ray *et al.* 2016). The KEGG pathway enrichment analyses results suggested that pregnancy and parturition results in a major developmental transition in the brain (Ray *et al.* 2016), given many pathways with known developmental roles had changes in gene expression. A remaining question is whether any of these gene expression changes are long-lasting and/or generate long-lasting changes in expression of other genes, well after the performance of maternal behaviors. Identification of these genes could provide mechanistic insight into the known long-lasting behavioral changes that are due to reproductive experience.

Gene expression differences were examined between age-matched virgin and primiparous female mice (their first litter)—greater than four weeks after weaning. In the five brain regions examined—hypothalamus, hippocampus, cortex, cerebellum, and the amygdala—only the hypothalamus had thousands of genes with significant expression differences. The cerebellum had 130 genes with expression changes, whereas the other regions had no detectable, significant changes. Gene expression in the hippocampus, cortex, and amygdala in primiparious females is similar to that of nulliparous females. While robust differences in gene expression were evident throughout the brain during peripartum periods (Ray *et al.* 2016), the gene expression landscape four weeks after weaning in primiparous females is more similar to virgins.

## Methods

### Animal husbandry

The animal work was done by Jackson Laboratory (Bar Harbor, ME). The genotype of all animals is C57BL/6J (stock # 000664, Jackson Laboratory). Tissue was harvested from age-matched virgin and primiparous females (breeder females), all born on the same day +/− 3 days. Supplemental Table 1 includes information on mouse ID#, age, breeding, litter date of birth, size and sex of pups, date weaned and date to necropsy.

All animals in this study were housed in the same animal barrier room, on the same light/dark cycle. The unmated females were housed eight per cage. For mated females, one male and one 7.5–8-week-old female were housed per pen for two weeks and then the males were removed. In this experiment only the primiparous/breeder females experienced social interactions with males and were mated with males, so some of the changes in gene expression detected could be due to these additional experiences.

The date the litters were born for the females in this study was the same day +/− 3 days (Supplemental Table 1). The litter size ranged from 4–8 pups, with a mean of 6.2 +/− 1.4 pups (upper 95% mean =7.3, lower 95% mean = 5.2) (Supplemental Table 1). The pups were weaned 22–26 days after their date of birth. Tissue was harvested from primiparous females 33–41 days post-weaning (Supplemental Table 1). The range of days ensured all tissue was harvested on the same day and that all females were at least 30 days post-weaning. The rationale for choosing these time points was to not wait too long, to ensure that the study detects changes due to reproductive experience rather than aging, given the short life span of the mouse. The other consideration was that the interval was sufficiently long-enough after weaning to determine if there are gene expression changes that are independent of having actively performed maternal behaviors. This study serves as a starting place to examine gene expression post-reproductive experience and additional time points can be added based on the results here.

Tissue from virgin and primiparous females was harvested on the same day, snap frozen in RNA later solution (Ambion) and harvested within a two-hour window. Frozen brain tissue was shipped to Florida State University on dry ice. The brain regions analyzed in this study are the hippocampus, hypothalamus, amygdala, cerebellum and the cortex. The entire hippocampus, hypothalamus, amygdala, cerebellum and cortex was dissected, but with the exception of the hypothalamus (entire region was used) only the left side of the region was used in this experiment. All tissue was kept frozen at -80° until RNA purification. Euthanasia was by cervical dislocation, without anesthesia. All animal work was done by Jackson Laboratory (Bar Harbor, ME) in accordance with the guidelines of the American Association for the Accreditation of Laboratory Animal Care (AAALAC). The protocol conducted in this study was approved by the Jackson Laboratory and Florida State University Animal Care and Use Committees.

In Figure 1, validation of the brain region dissections and library preparation was performed by examining expression of genes with known region-specific patterns, as determined by previous studies (Sandberg *et al.* 2000), and through identifying brain-region-specific genes from the Allen Brain Atlas (Lein *et al.* 2007). The gene list is provided (Supplemental Table 2).

**Figure 1:**
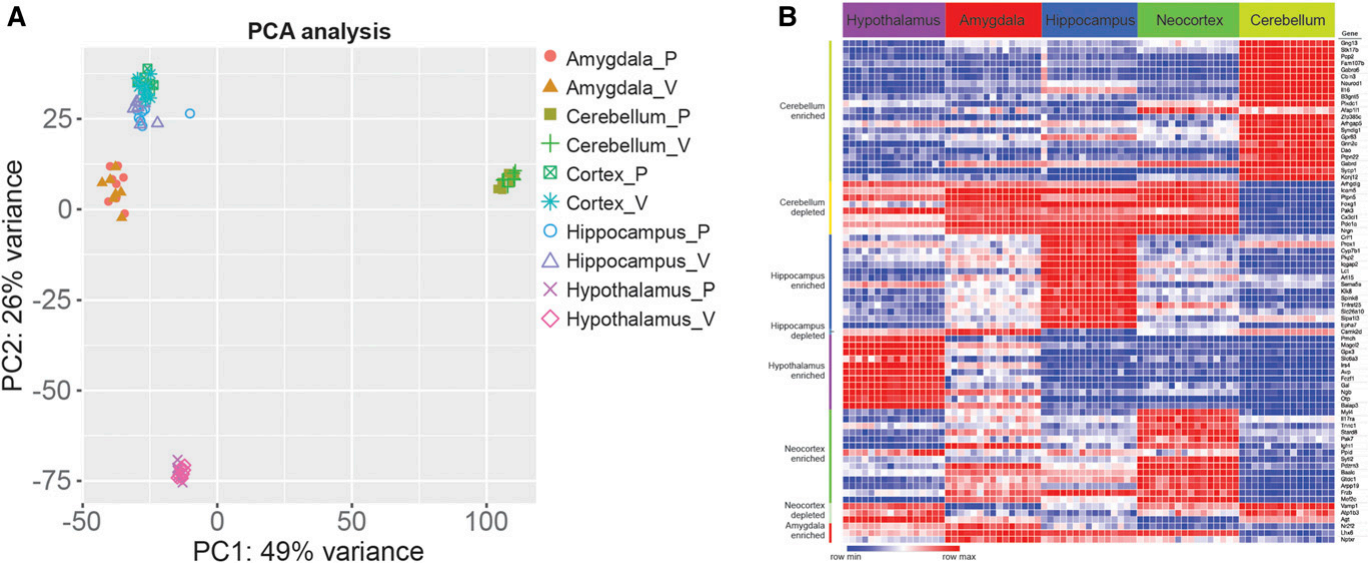
Gene expression in the female mouse brain in virgin and primiparous females. (A) Principle component analysis of the data. The data are color coded to indicate the brain region and reproductive state (P for primiparous, V for virgin). (B) Heatmap of a set of genes with known enriched or depleted expression in each brain region (made with Morpheus: https://software.broadinstitute.org/morpheus).

### RNA-seq library preparation, sequence read mapping and analysis

RNA and protein were extracted from the frozen brain tissue using the NucleoSpin RNA/Protein purification kit (Macherey-Nagel). The brain tissue was homogenized using a motorized homogenizer and 1 ug of total RNA was used for subsequent mRNA isolation (New England Biolabs Inc. PolyA magnetic mRNA isolation kit). The External RNA Controls Consortium (ERCC) RNA Spike-in Controls (Ambion 4456740) were diluted 1:100 and added to total RNA before mRNA isolation. RNA-seq libraries were generated using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs Inc. E7530L). The quality of the libraries were examined using Agilent High Sensitivity DNA Bioanalyzer Chips (Agilent Technologies 5067-4626) and quantified by KAPA Library Quantification Kits for Illumina sequencing platforms (KAPA Biosystems KK4824). The libraries from each brain region were pooled together for sequencing on the Illumina 2500 platform to obtain single-end, 100 base reads.

Eight biological replicates were used in this study for each condition, with each library replicate made from mRNA from a single mouse, for a total of 80 libraries. The average number of reads/library for each brain regions is: hippocampus (30 million reads/library), cerebellum (25 million reads/library), cortex (27 million reads/library), hypothalamus (20 million reads/library), and amygdala (19 million reads/library). Quality checks on the sequencing data were performed by FastQC and all libraries passed this initial check. Read mapping was performed using Hisat2 and the UCSC reference genome mm10 from the Hisat2 webpage (Kim *et al.* 2015), on the Florida State University High Performance Computing cluster. Alignment rates for all libraries was 90% or greater. The featureCounts function within Rsubread package was used to obtain count tables (Liao *et al.* 2019), using the inbuilt mm10 annotation files, to obtain meta-feature level ‘reads that map a single time’.

Count tables were imported into iDEP to inspect the data, pre-process and perform initial analysis (Ge *et al.* 2018). An initial meta-analysis of data from all brain regions (80 libraries) showed clear partitioning of the data based on brain region, with three outlier samples removed based on principle component analysis (1 sample from the hippocampus, cerebellum and amygdala data sets). The data were then pre-processed, with a minimum of 5 counts per million (CPM) in at least 8 libraries, for a gene to be further analyzed. This cut-off was chosen based on visualization of the expression values, where a bimodal distribution was observed. The count data were transformed, using EdgeR: log2(CPM+c), with pseudocount c =4. For differential expression analysis, limma-voom was used within the iDEP workspace. The principle component analysis, heatmaps and k-means cluster analyses were also performed in the iDEP workspace and the R code used for these analyses are provided (Supplemental Table 2). Gene set enrichment analysis was performed in ShinyGO (http://bioinformatics.sdstate.edu/go/) (Ge and Jung 2018).

In the Figures and Tables the following abbreviations are used for brain region: hypothalamus (Hypo), amygdala (Amy), hippocampus (Hippo), cortex (Ctx), cerebellum (Cer). Mating status is abbreviated: virgin (V) and primiparous (P). The mouse ID number is linked to all data samples. The processed and raw count data, validation genes, and statistical analyses are provided (Supplemental Table 2).

### Data Availability

All raw data are available through NIH GEO via accession number GSE125428.

Supplemental Table 1 contains mouse husbandry information. Supplemental Table 2 contains processed and unprocessed count data, statistical analysis, validation genes, and Rcode. Supplemental Table 3 contains lists of genes from k-means cluster analysis shown in Supplemental Figure 1; KEGGS and GO analysis of genes in each cluster. Supplemental Table 4 contains KEGG pathway and GO analysis with lists of genes with significant differences in hypothalamus and cerebellum. Supplemental material available at FigShare: https://doi.org/10.25387/g3.8014703.

## Results and Discussion

### Meta-analysis of data from all five brain regions

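RNA from 16 C57BL/6 females, 8 virgin and 8 primiparous, was sequenced for 5 brain regions, and each library came from 1 region of 1 animal. The same animal numbers recur in every region, so each animal gave up to 5 libraries. Of the 80 libraries, 77 were analysed here, and the 3 that the authors removed as outliers (1 virgin library each from the hippocampus, the cerebellum and the amygdala) were not. The hypothalamus and the cortex thus had 8 virgin and 8 primiparous libraries, and the cerebellum, the hippocampus and the amygdala had 7 virgin and 8 primiparous libraries. The paper's methods place the harvest 33 to 41 days after weaning, while the sample labels give 3 weeks. The authors aligned single-end reads to the mm10 genome with Hisat2 and used featureCounts in Rsubread to count the reads that map a single time on each gene. The paper's text does not name the strand setting of the counting, so reads from overlapping genes on opposite strands cannot be assigned. The count table holds whole reads for 27179 genes, listed by Entrez identifier. In the hypothalamus, the reads counted on genes ranged from 10569737 to 23352639 per virgin library (median 13733022) and from 7959192 to 21244211 per primiparous library (median 14756056). Cerebellum libraries held 8702483 to 23755185 counted reads in virgin females (median 18717580) and 10978327 to 29090360 in primiparous females (median 22169476). For the hippocampus the ranges were 14404113 to 37871854 (virgin, median 21527911) and 17483053 to 34061616 (primiparous, median 22226502). Cortex libraries held 8678050 to 31391961 counted reads in virgin females (median 22781835) and 12265440 to 30341040 in primiparous females (median 16440282). Amygdala libraries held 12175504 to 19628734 (virgin, median 17210641) and 11248560 to 16301591 (primiparous, median 13818474). The paper gives its depth as reads sequenced, and the values here are the counted reads. Genes with at least 5 CPM in at least 8 of the 77 libraries, the paper's filter, were kept, which left 13016 genes. Within each region, virgin and primiparous females were compared by edgeR's quasi-likelihood F-test after TMM normalization, with Benjamini-Hochberg adjustment over the 13016 genes. The paper's own test, limma-voom, was run as an alternative. Log2 fold changes are given as primiparous over virgin, so that a negative value is a repressed gene in the paper's terms. The biological coefficient of variation between libraries of a group was 12.1% in the hypothalamus, 12% in the cerebellum, 11.3% in the hippocampus, 16.3% in the cortex and 15.7% in the amygdala. Animal numbers have either 3 or 4 digits, with 3 digits in 2 virgin and 7 primiparous animals and 4 digits in 6 virgin animals and 1 primiparous animal. A comparison within a series would rest on 2 virgin animals (3 digits) or on 1 primiparous animal (4 digits), and was not run. The series was instead entered as a covariate in an alternative fit.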

Gene expression analysis was performed using RNA-seq, from tissues derived from eight virgin and eight primiparous females that were > four weeks after pup weaning. Expression was examined in the hypothalamus, hippocampus, cortex, cerebellum, and the amygdala. A principle component analysis (PCA) of the data shows that samples from the same brain region cluster together, irrespective of reproductive status (Figure 1A). 

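On the log2(CPM + 4) values of 13016 genes, the first principal component held 48% of the variance of the 77 libraries and the second 26.5%. When every gene was scaled to unit variance, the alternative that moved these shares most, they were 30.7% and 21.5%. Cerebellum libraries had a mean score of 75 ± 1.76 (SD, n = 15) on the first component, and the other regions had means from −27.3 in the amygdala to −3.38 in the hypothalamus. Hypothalamus libraries had a mean score of −53.4 ± 1.08 (SD, n = 16) on the second component, where the other regions had means from 3.78 in the amygdala to 21.7 in the cortex. By Euclidean distance over all genes, the nearest neighbour of every one of the 77 libraries was a library of the same region, and for 44 of them it was also of the same reproductive state. The median distance between libraries was 27.1 within a region and 83.7 between regions. One hippocampus library, of primiparous animal 413, scored −11.6 on the first component, where the hippocampus mean was −21.8 ± 3.18 (SD, n = 15). It also held more of 18 of the 21 genes listed as enriched in the cerebellum than any other hippocampus library. From the grouping of the samples in Figure 1A, the paper states that they cluster by brain region whatever the reproductive status.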

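The overlap of virgin and primiparous libraries was measured within each region as the share of squared distances, over 13016 genes, that lies between the groups. Its one-sided exact permutation test ran over all 6435 splits of a region's libraries into groups of the same sizes, for which the median share ranged from 5.76% to 6.93%. The share was 21.5% in the hypothalamus (p = 0.00171, and 0.00855 after Benjamini-Hochberg adjustment over the 5 regions, exact test). It was 15.9% in the cerebellum (adjusted exact p = 0.04) and 10.2% in the amygdala (adjusted exact p = 0.0451). In the cortex it was 9.76% (adjusted exact p = 0.203) and in the hippocampus 7.53% (adjusted exact p = 0.348). The amygdala's adjusted exact p rose to 0.0839 with a pseudocount of 1 in place of 4. Along the first component, virgin and primiparous scores overlapped in all regions, as in the hypothalamus with −3.65 to −2.18 for virgin and −4.9 to −2.41 for primiparous libraries.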

For each brain region, the data from virgin (V) and primiparous (P) females is highly overlapping in the PCA plot. 

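For the 14 animals with libraries of all 5 regions, the Euclidean distance between an animal's own libraries was computed over log2(CPM + 4) of 13016 genes. Distances among the hippocampus, the cortex and the amygdala were the smallest of the 10 region pairs. The hippocampus lay 55.9 ± 9.05 (SD, n = 14 animals) from the cortex and 51.9 ± 2.15 from the amygdala, and the cortex lay 52.1 ± 9.45 from the amygdala. Cortex and amygdala were closer to each other than hippocampus and cortex by a mean of −3.86 ± 3.96 (SD, n = 14), with 3 of the 14 animals in the opposite order (exact sign-flip permutation test, two-sided, p = 0.00342, adjusted p = 0.00382 over 19 comparisons). The difference between hippocampus and amygdala and hippocampus and cortex was −4.04 ± 8.31, with 6 of 14 animals in the opposite order (adjusted p = 0.0715 by the same permutation test). Over the 1000 most variable genes alone, hippocampus and amygdala were farther apart than cortex and amygdala by 3.19 (adjusted p = 0.00361 by permutation), while over all genes that difference was −0.18 (adjusted p = 0.955 by permutation). When only the scores on the first 2 principal components were used, an alternative chosen after seeing the data, the hippocampus lay 4.73 ± 2.49 (SD, n = 14) from the cortex, 16.8 from the amygdala, and the cortex lay 19.5 from the amygdala.

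**Figure D1:**
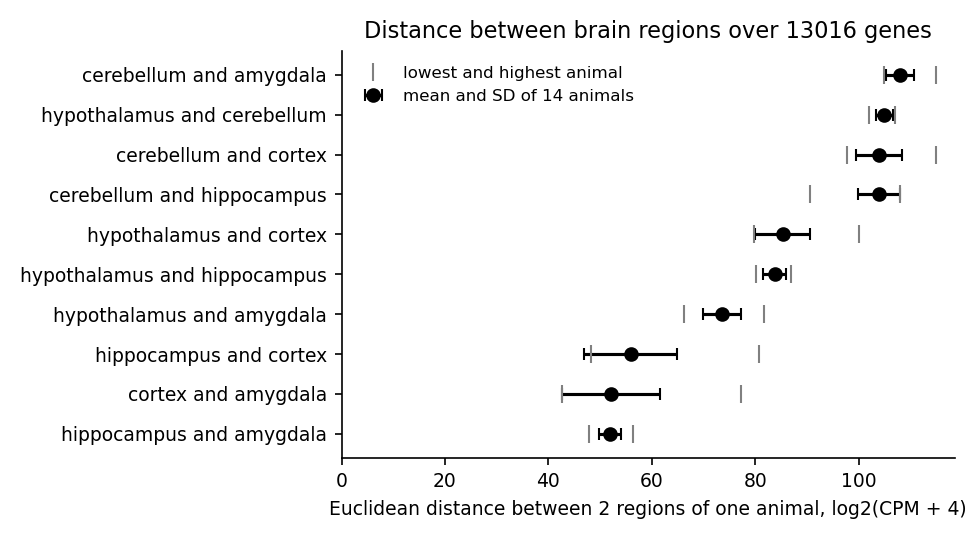
Euclidean distance between 2 brain regions of the same animal over 13016 genes, on the log2(CPM + 4) scale, with the mean and SD of 14 animals as points and bars and the lowest and highest animal as ticks. The 3 pairs among hippocampus, cortex and amygdala have means from 51.9 to 55.9, and the pairs with the cerebellum have means from 104 to 108.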

The hippocampus and cortex had the most similar gene expression levels, with the amygdala data next most similar to the data from these two regions (Figure 1A). This is consistent with our previous study that found expression in the hippocampus and neocortex were most similar, irrespective of the peripartum time point examined (Ray *et al.* 2016). In the PCA plot, the data from the hypothalamus and cerebellum were the most distinct from data from the other brain regions (Figure 1A). 

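Averaged over the other 4 regions, an animal's cerebellum lay at a distance of 105 and its hypothalamus at 86.9, against 74.2 for the cortex, 73.9 for the hippocampus and 71.4 for the amygdala (14 animals). The cerebellum was farther than the hypothalamus by 18.1 ± 2.61 (SD), in 14 of 14 animals (exact sign-flip permutation test, two-sided, adjusted p = 0.000178). The hypothalamus was farther than the hippocampus by 13 ± 2.15 and than the amygdala by 15.5 ± 2.06, in 14 of 14 animals each (adjusted p = 0.000178 by the same permutation test). It was farther than the cortex by 12.7 ± 5.33, in 13 of 14 animals (adjusted p = 0.00029 by permutation). The smallest p that 14 animals allow is 0.00012.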

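Of the 75 genes that Figure 1B lists as enriched or depleted in a region, 72 differed in that direction from the mean of the other regions (edgeR's quasi-likelihood F-test over 10 groups of region and state, adjusted p under 0.05). The count was 72 under each alternative tried, including the fit with the animal as a replicate block. Pmch (chromosome 10 of GRCm38, 88091072 to 88092375) had 164 ± 46.7 CPM in the hypothalamus (SD, n = 16) and 0.443 ± 1.09 in the other regions (n = 61), a log2 difference of 9.61 (standard error 0.175). Gabra6 (chromosome 11, 42306437 to 42321072) had 606 ± 48.3 CPM in the cerebellum (n = 15) and 1.45 ± 7.13 elsewhere (n = 62), a log2 difference of 9.83 (standard error 0.262). Lct (chromosome 1, 128284756 to 128328318) had 63.9 ± 13.9 CPM in the hippocampus (n = 15) and 0.881 ± 0.762 elsewhere. For Igfn1 (chromosome 1, 135953578 to 136006342) the cortex value was 36.1 ± 7.48 CPM (n = 16) against 16.6 ± 29.4 elsewhere, and for Lhx6 (chromosome 2, 36081953 to 36105408) the amygdala value was 30.2 ± 5.26 (n = 15) against 12.6 ± 9.84. In the amygdala, the 3 listed genes were higher by 1.86 to 2.41 on the log2 scale. The 3 exceptions were all listed for the cortex. Ppid, listed as enriched, had a log2 difference of −0.018 (adjusted p = 0.694, edgeR), and the depleted genes Vamp1 and Atp1b3 had log2 differences of 0.28 (adjusted p = 1.39e-09, edgeR) and 0.032 (adjusted p = 0.42, edgeR). From the heat map of these genes, the paper reasons that the dissections and library preparations were done correctly.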

To validate the dissections and library preparations were performed correctly, an examination of genes with known enriched or depleted expression in the brain regions was performed, using a heat map to visualize (see methods). Genes show the expected expression patterns (Figure 1B; Supplemental Table 2 **for gene list).**

An additional clustering analyses was performed to examine how related the expression patterns in brain regions are based on the 1,000 genes with the most variable expression. 

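Hierarchical clustering of the 77 libraries on their 1000 most variable genes (average linkage on correlation distance), divided into 5 clusters, put all 16 hypothalamus, 16 cortex, 15 cerebellum, 15 hippocampus and 15 amygdala libraries into 1 cluster each. The adjusted Rand index against brain region was 1, also with 500 or 2000 genes and with complete linkage on Euclidean distance.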

The results are similar to those based on PCA analysis (Supplemental Figure 1A)—the data from both the virgin and primiparous brain regions, for each brain region, cluster together. A *k*-means cluster analysis of the top 1,000 variable genes (10 clusters; Supplemental Figure 1B) shows that clusters of genes with high expression in a brain region are enriched with expected Gene Ontology (GO) and KEGG terms, based on known functions of the brain regions (GO and KEGG analysis see: Supplemental Figure 1-5 and Supplemental Table 3) (Ashburner *et al.* 2000; Kanehisa *et al.* 2016; Kanehisa *et al.* 2017). For example, genes in Cluster C have high expression in the cerebellum and are enriched with genes that have GO (Biological Process) term ‘*Cerebellar cortex morphogenesis*’. Furthermore, genes in Cluster D have high expression in the hypothalamus and are enriched with genes that have the GO Biological Process term ‘*Feeding behavior*’.

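A k-means analysis of the 1000 most variable genes into 10 clusters (50 starts) gave clusters of 38 to 186 genes. The mean expression was highest in the cerebellum for 4 clusters, in the hypothalamus and the hippocampus for 2 each, and in the cortex and the amygdala for 1 each. Centred log2 expression in the highest region ranged from 0.802 to 3.76. Over the libraries of all regions, the mean difference between primiparous and virgin libraries was between −0.045 and 0.095 on the log2 scale in all 10 clusters. The cluster with its highest mean in the cortex held 136 genes, among them Mef2c, and 1 of those with the highest mean in the hippocampus held 56 genes, among them Lct and C1ql2. Gene Ontology and KEGG terms were not analysed here, and the clusters have not been matched to the letters of the paper's figure.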

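Of the clusters highest in the cerebellum, 1 of 38 genes had the largest contrast, with a centred log2 mean of 3.76 there and −0.794 in the next region, the hypothalamus. It included Cbln3, Fat2, Gabra6, Car8 and Pcp2. Another, of 186 genes, had a centred log2 mean of 1.97 in the cerebellum and −0.415 in the cortex, and included Itpr1 and Casq2.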

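A cluster of 142 genes had a centred log2 mean of 2.09 in the hypothalamus and 0.146 in the amygdala, the next region. Its genes included the neuropeptides Hcrt, Oxt, Avp and Pmch. Over the libraries of all regions, the mean difference between primiparous and virgin libraries for this cluster was −0.045 on the log2 scale. It is not a difference within the hypothalamus.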

### Brain-region-specific expression analysis

Next, gene expression differences between age-matched virgin and primiparous females were examined within each brain region. Genes with expression differences in this study will be referred to as genes with long-term expression differences. 

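With an adjusted p under 0.05 (edgeR's quasi-likelihood F-test, 13016 genes), 2939 genes differed between virgin and primiparous females in the hypothalamus and 92 in the cerebellum. At an unadjusted p under 0.05, 4834 genes differed in the hypothalamus and 2538 in the cerebellum, where 651 would by chance. The smallest adjusted p was 5.34e-06 in the hypothalamus and 0.00292 in the cerebellum (edgeR). With limma-voom, the paper's test, 2571 genes passed in the hypothalamus, 2502 of them among the 2939, and 72 in the cerebellum, 62 of them among the 92. The setting that moved the hypothalamus most was the series of animal numbers as a covariate, with which 3 genes passed in the hypothalamus and 0 in the cerebellum, at 1907 and 787 genes with an unadjusted p under 0.05. After correction of each library's trend with gene length and GC content, 406 genes passed in the hypothalamus, 272 of them among the 2939, and 435 in the cerebellum, 85 of them among the 92. When 1 library was left out at a time, the number ranged from 2014 (without virgin 4490) to 4119 (without primiparous 418) in the hypothalamus, and from 6 (without virgin 4486) to 903 (without primiparous 4493) in the cerebellum. Whether the difference itself differed between regions was tested as an interaction. The difference in the hypothalamus departed from that in the cerebellum for 2015 genes, from that in the hippocampus for 2243 and from that in the amygdala for 2373 (adjusted p under 0.05, edgeR). Against the cortex it departed for 0 genes, with 336 genes at an unadjusted p under 0.05. Since the same animals gave all regions, the interaction was also fitted with the animal as a replicate block, which gave 1502, 1449, 1828 and 0 genes against the cerebellum, hippocampus, amygdala and cortex. With the block and the correction for length and GC content together, these counts were 546, 61, 99 and 0. From the comparison of the gene counts, the paper states that long-term differences were far more numerous in the hypothalamus than in any other region.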

The hypothalamus was the only brain region that had thousands of genes with long-term expression differences (2,660 genes), whereas the cerebellum had fewer (130 genes). 

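In the hippocampus, the cortex and the amygdala, 0 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood F-test), and 961, 1276 and 1544 genes had an unadjusted p under 0.05, where 651 would by chance. Other settings made calls in some of them. DESeq2's Wald test called 13 genes in the hippocampus and 106 in the amygdala, and 1 edgeR fit of all 10 groups called 6 in the hippocampus, 6 in the cortex and 142 in the amygdala. The gene with the smallest p in the hippocampus was Idh2 (chromosome 7 of GRCm38, 80094846 to 80115392), with 50.7 ± 2.68 CPM in virgin (SD, n = 7) and 42 ± 2.91 in primiparous females (n = 8), below the virgin mean in 8 of 8. Its log2 fold change was −0.27 (standard error 0.0514, adjusted p = 0.167 with edgeR and 0.00341 with DESeq2). In the cortex it was Sdf2l1 (chromosome 16, 17130138 to 17132383), with 12.4 ± 1.59 CPM in virgin (n = 8) and 17.3 ± 2.68 in primiparous females (n = 8), above the virgin mean in 8 of 8, and an adjusted p of 0.479 (edgeR). In the amygdala it was Chga (chromosome 12, 102554969 to 102565028), with 184 ± 21.7 CPM in virgin (n = 7) and 138 ± 18.3 in primiparous females (n = 8), below the virgin mean in 8 of 8. The log2 fold change of Chga was −0.41 (standard error 0.0827, adjusted p = 0.162 with edgeR and 0.00767 with DESeq2).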

The hippocampus, cortex, and amygdala had no apparent, significant, long-term differences (FDR corrected *p* value cut-off of *q* <0.05). 

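Over the 2939 genes that differed in the hypothalamus, the mean fold change in either direction was 1.22 ± 0.162 (SD over genes), and over the 92 genes of the cerebellum it was 1.32 ± 0.137, from the fitted log2 fold changes. The largest fold change in the cerebellum was 1.79, while DESeq2, limma-voom with sample quality weights and 1 edgeR fit of all 10 groups each gave 5 cerebellum genes over 2-fold. In the hypothalamus, 8 genes had a fitted fold change over 2, and 5 of these had a mean under 1 CPM in both groups. For the largest of them, that of Il17re, all 8 primiparous libraries held at most 3 counts, as did 4 of the 8 virgin libraries. The virgin mean was 1.06 times the mean CPM that 3 counts give in the primiparous libraries. That ratio leaves out counting error, so no minimum fold change is established. The number of hypothalamus genes over 2-fold was 10 with limma-voom, 1 with limma-trend on log2(CPM + 4) and 0 with DESeq2. When low genes were removed by the filter within the region alone, the largest fold change was 1.81. Taken instead as the ratio of the larger to the smaller group mean of log2(CPM + 4) values, the mean ratio was 1.045 ± 0.0211 (SD over genes) in the hypothalamus and 1.065 ± 0.0302 in the cerebellum. Without a filter on low counts, the mean fold change rose to 1.56 in the hypothalamus and 1.72 in the cerebellum.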

For genes with expression differences, the average fold-change was small (hypothalamus, mean = 1.03+/−0.02; cerebellum, mean = 1.04+/−0.02), with no genes showing > twofold expression differences (Supplemental Table 2).

#### Hypothalamus:

The hypothalamus is a link between the endocrine system and the nervous system, acting as the central nervous system relay point in the hypothalamus-pituitary-gonadal axis. Thus, the hypothalamus has important functions in pregnancy and parturition, as it is responsible for releasing and responding to hormones that drive progression through pregnancy. The hypothalamus’ other functions include thermoregulation, satiety, feeding, circadian rhythms, and blood pressure, among others (reviewed in Brunton and Russell 2008; Brunton and Russell 2010). If we consider the virgin reproductive state baseline in this comparison, genes with higher expression in virgin females are repressed by reproductive experience and genes with higher expression in primiparous females are induced by reproductive experience. 

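Of the genes that differed in the hypothalamus, 1534 (52.2%) were lower and 1405 were higher in primiparous females. Limma-voom gave 1425 repressed and 1146 induced genes, and without TMM normalization it gave 1152 repressed and 1462 induced genes, so that the larger group depended on the scaling. The log2 fold changes rose with the GC content of the genes (Spearman's rho = 0.731 across genes, which are not independent replicates). Of the 2530 genes with the lowest GC content (31% to 44%), 1047 were repressed and 6 induced, and of the 2530 with the highest (55.8% to 71.3%), 2 were repressed and 852 induced. The trend of a library's expression with GC content differed between the groups, with a slope per 10 percentage points of GC of −0.11 ± 0.0965 in virgin (SD, n = 8) and 0.11 ± 0.12 in primiparous females (n = 8; exact permutation test, two-sided, p = 0.00186, adjusted p = 0.00932 over 5 regions). After that trend and the trend with gene length were removed, 185 genes were repressed and 221 induced. The repressed genes with the largest fitted changes were Il17re, Comp, Sptssb, Ranbp3l and Igf1. Sptssb (chromosome 3 of GRCm38, 69819542 to 69859940) had 4.31 ± 1.1 CPM in virgin (SD, n = 8) and 2.13 ± 0.348 in primiparous females (n = 8), lower in 8 of 8 than the virgin mean. Its log2 fold change was −1.0 (standard error 0.189, adjusted p = 0.00203, edgeR), and −0.73 (adjusted p = 0.0358) after the correction. Igf1 (chromosome 10, 87858265 to 87937042) fell from 7.39 ± 1.65 to 4.15 ± 1.25 CPM (n = 8 each), lower in 8 of 8, with a log2 fold change of −0.84 (standard error 0.194, adjusted p = 0.00522, edgeR) and −0.55 (adjusted p = 0.0826) after the correction. Ranbp3l (chromosome 15, 8967949 to 9067335) had a log2 fold change of −0.91 (adjusted p = 0.0433, edgeR) that was −0.51 without virgin animal 4489. The induced genes with the largest fitted changes were Pcp2, Atoh7, Tbx21, Ttr and Tnfrsf25. Figure 1B lists Pcp2 as enriched in the cerebellum (336 CPM there) and Tnfrsf25 in the hippocampus (14.5 CPM there). Traces of those tissues in hypothalamus libraries were not tested for. Ttr (chromosome 18, 20665280 to 20674321) rose from 1.06 ± 0.609 to 3.29 ± 2.05 CPM (n = 8 each), above the virgin mean in 7 of 8, with a log2 fold change of 1.52 (standard error 0.454, adjusted p = 0.0208, edgeR) and 0.92 with limma-voom (adjusted p = 0.402). Tnfrsf25 (chromosome 4, 152115934 to 152120119) rose from 0.509 ± 0.183 to 1.17 ± 0.569 CPM, above the virgin mean in 7 of 8, with a log2 fold change of 1.10 (adjusted p = 0.0296, edgeR). Comp, Tbx21, Atoh7 and Pcp2 had means under 1 CPM and libraries at or under 3 counts in both groups, so their fold changes have little precision, and 51.5% of the exon bases of Pcp2 are shared with Pet100 on the other strand. Of these 10 genes, Sptssb and Pcp2 kept an adjusted p under 0.05 after the correction.

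**Figure D2:**
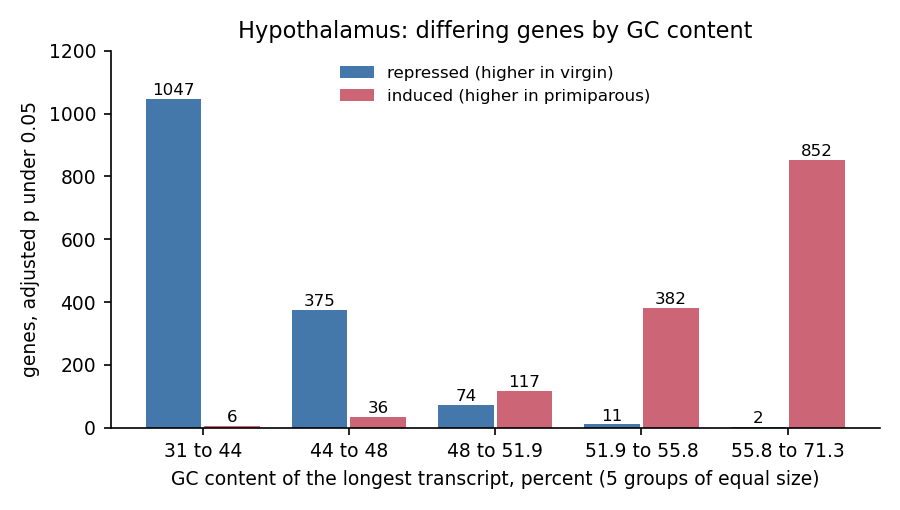
Number of genes with an adjusted p under 0.05 in the hypothalamus, by the GC content of the longest transcript (percent, 5 groups of genes of equal size), with repressed genes in blue and induced genes in red. Repressed genes fall from 1047 in the lowest group to 2 in the highest, and induced genes rise from 6 to 852.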

In the hypothalamus, 2,660 genes had significant differences in expression, with 1,608 genes repressed (higher in virgin females) and 1,052 genes induced (higher in primiparous females) by reproductive experience.

An examination of the KEGG pathways shows that genes that are repressed or induced by reproductive experience in the hypothalamus include those with neuronal functions, as well as other functions (Figure 2) (Kanehisa *et al.* 2016; Kanehisa *et al.* 2017). There are KEGG pathways that are in common to the long-term repressed and induced genes, including ‘*Processing in the endoplasmic reticulum*’, ‘*Endocytosis*’, and ‘*Axon Guidance*’. 

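KEGG's own gene lists were not analysed here, and the families below were written from gene symbols to approximate the pathways. For each, camera with a preset correlation of 0.01 tested whether its genes changed as a set (11 families, Benjamini-Hochberg adjustment). In the hypothalamus, the family for protein processing in the endoplasmic reticulum had 19 repressed and 18 induced genes, and a median log2 fold change of 0.027 (camera adjusted p = 0.924). Endocytosis had 26 repressed and 21 induced genes among 140, with a median of 0.014 (camera adjusted p = 0.924). After the correction for length and GC content its median was −0.0055 (camera adjusted p = 0.522). Axon guidance had 24 repressed and 18 induced genes among 130, with a median of 0.055 (camera adjusted p = 0.848). After the same correction its median was −0.018 (camera adjusted p = 0.497). Within each of the 3 families the log2 fold change rose with the GC content of the gene (Spearman's rho from 0.778 to 0.799 across genes).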

A gene can appear in only one of the lists, so different genes in these pathways are induced and repressed long-term, which can be expected in pathways with both positive and negative factors. Both the induced and repressed lists also share GO (Biological Process) terms, including ‘Nervous system development’, and ‘Macromolecular localization’.

**Figure 2:**
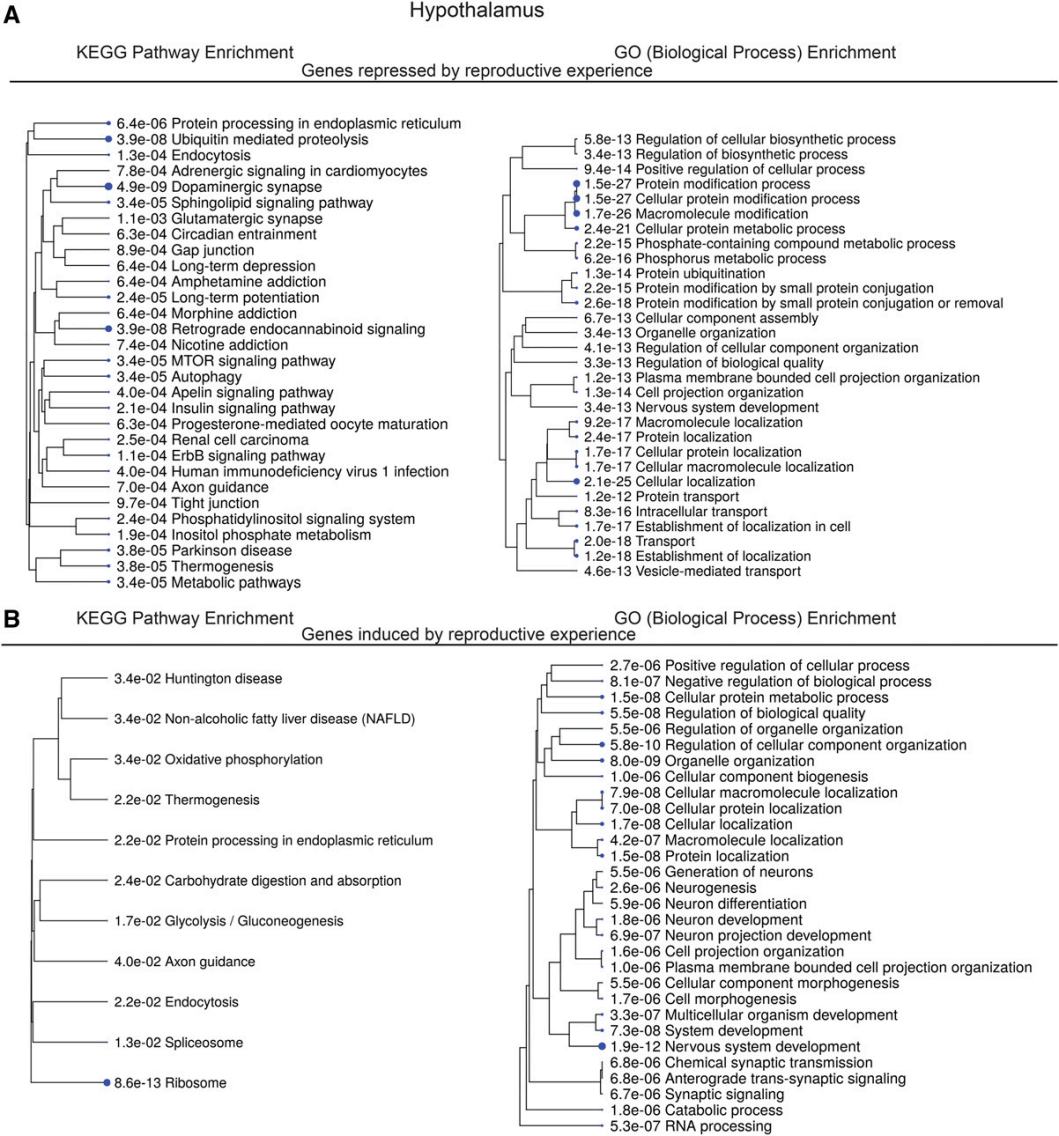
KEGG pathway analysis of genes with differential expression in the hypothalamus. Tree view of KEGG pathway and GO (Biological Process) term enrichments for genes with significantly long-term repressed (A), and long-term induced (B) expression changes.

From our previous study (Ray *et al.* 2016), if we examine the KEGG pathway enrichments for the genes that change expression in any pair-wise comparison between virgin and the peripartum stages examined (Supplemental Figure 6), we find no overlap with the KEGG pathway enrichments for the genes that induced and repressed long-term, based on the criteria used here. However, the long-term induced and repressed gene lists, and the genes with expression differences in Ray *et al.* are enriched with genes annotated as functioning in GO (Biological processes): ‘Generation of neurons’ and related terms for neurogenesis. Taken together, peripartum and long-term expression changes in the brain do involve gene expression changes that underlie common ‘nervous system function’ and other cellular processes in terms of GO annotation.

Furthermore, in our previous study of virgin and peripartum stages, we found ten genes that maintain repressed expression relative to virgins, but no genes that maintained induced expression (Ray *et al.* 2016). Only one of the ten repressed genes, *D site albumin promoter binding protein* (*Dbp*), had significant, long-term expression differences. 

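Dbp (chromosome 7 of GRCm38, 45705088 to 45710203) had 26.7 ± 2.47 CPM in the hypothalamus of virgin females (SD, n = 8) and 33.6 ± 8.41 in primiparous females (n = 8), above the virgin mean in 7 of 8. The log2 fold change was 0.34 (standard error 0.11, adjusted p = 0.0298, edgeR's quasi-likelihood F-test), and 0.22 without primiparous animal 413, whose value of 51.7 CPM was the highest. Its adjusted p stayed under 0.05 in 10 of the 16 fits that each left out 1 library. After the correction for gene length and GC content the log2 fold change was 0.13 (adjusted p = 0.526). Exons of Sphk2 on the other strand share 18% of Dbp's exon bases. For the daily clock, 10 genes whose transcripts peak with Dbp and 5 that peak opposite to it were examined in each region. The first list had a median log2 fold change of 0.11 in the hypothalamus, with 7 of 10 genes higher in primiparous females (camera adjusted p = 0.422 over 10 tests), and −0.18 in the cerebellum, with 3 of 10 higher (camera adjusted p = 0.0087). In the hippocampus, the cortex and the amygdala its median was −0.062 (camera adjusted p = 0.0194), −0.086 (0.0626) and −0.11 (0.0641). The second list had medians of −0.0025 in the hypothalamus, which changed sign with the animal number series as a covariate, and 0.091 to 0.17 in the other regions, with camera adjusted p from 0.0173 in the hippocampus to 0.175. With fry the first list had an unadjusted p of 0.000238 in the cerebellum and 0.00559 in the hippocampus. From the change in Dbp, the paper notes that long-term effects of reproductive experience on circadian rhythms are not known.

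**Figure D3:**
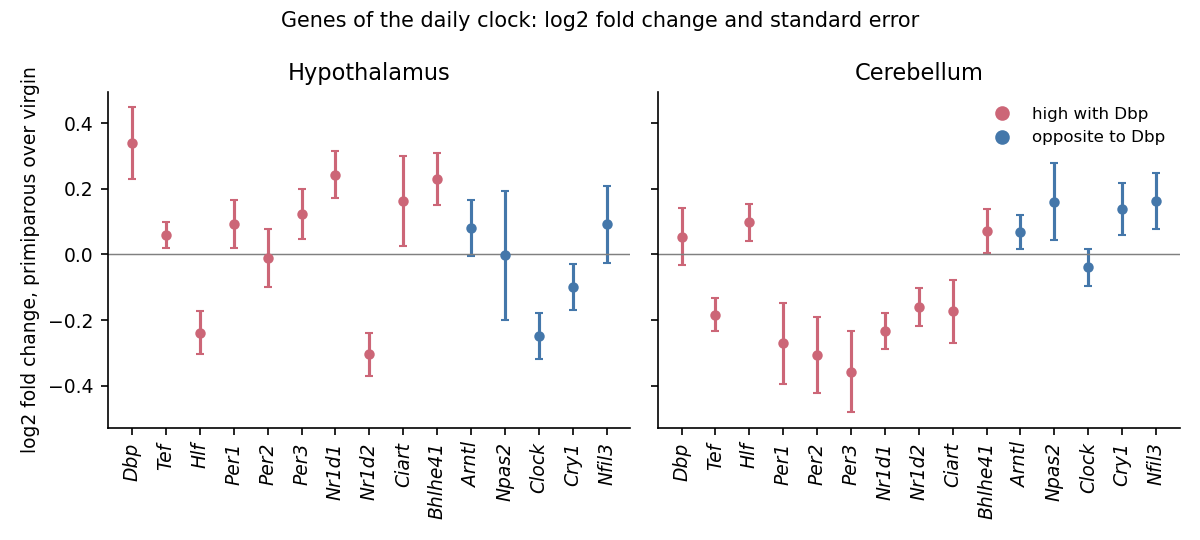
Log2 fold change, primiparous over virgin, with its standard error, of genes of the daily clock in the hypothalamus and the cerebellum, with genes high with Dbp in red and genes opposite to Dbp in blue. The median of the genes high with Dbp is 0.11 in the hypothalamus and −0.18 in the cerebellum.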

Here, *Dbp* is induced long-term by reproductive experience, rather than repressed. The Dbp transcription factor is known to underlie circadian rhythms (Ripperger *et al.* 2000), though it is not known if there are long-term circadian rhythm changes due to reproductive experience.

An examination of the top five most significant KEGG pathways for genes that are repressed long-term reveal: ‘Dopaminergic synapse’, ‘Ubiquitin mediated proteolysis’, ‘Retrograde endocannabinoid signaling’, ‘Protein processing in endoplasmic reticulum’, ‘Long-term potentiation’ (Figure 2, Supplemental Table 4, Supplemental Figures 7-11). 

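Among the families written for these pathways, Dopaminergic synapse had 28 repressed and 10 induced genes of 105 in the hypothalamus and a median log2 fold change of −0.044 (camera adjusted p = 0.0195). Ubiquitin mediated proteolysis had 28 repressed and 6 induced genes of 89, with a median of −0.055 (camera adjusted p = 0.00769). Retrograde endocannabinoid signaling had 24 repressed and 8 induced genes of 85, with a median of −0.023 (camera adjusted p = 0.023). Long-term potentiation had 20 repressed and 7 induced genes of 62, with a median of −0.013 (camera adjusted p = 0.104, and 0.00989 with fry). The first 3 calls held under fry (adjusted p from 0.0011 to 0.00673) and did not under camera with an estimated correlation (adjusted p = 0.339 for each). After the correction for length and GC content, Dopaminergic synapse and Retrograde endocannabinoid signaling stayed past the threshold (camera adjusted p = 0.00221 and 0.0134), while Ubiquitin mediated proteolysis had a median of −0.01 (camera adjusted p = 0.445). With the animal number series as a covariate none of the 4 passed, with camera adjusted p from 0.0712 to 0.274.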

The top five pathways for genes with higher expression in primiparous females include: ‘Ribosome’, ‘Spliceosome’, ‘Glycolysis / Gluconeogenesis’, ‘Protein processing in endoplasmic reticulum’, ‘Endocytosis’. 

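The Ribosome family had 34 induced genes and 1 repressed gene of 83 in the hypothalamus, with 74 of 83 higher in primiparous females and a median log2 fold change of 0.16 (camera adjusted p = 1.93e-10). Ribosomal protein genes have many processed pseudogenes, and reads that map more than once were not counted, so single values in this family are uncertain. Glycolysis had 7 induced genes and 1 repressed gene of 19, with a median of 0.12 (camera adjusted p = 0.00529) that was 0.023 after the correction for length and GC content (camera adjusted p = 0.445). Spliceosome had 14 induced and 11 repressed genes of 77, with a median of 0.048 (camera adjusted p = 0.33, and 1.06e-06 after the correction). Under fry, Ribosome and Glycolysis kept an adjusted p under 0.05 (0.0237 and 0.0398), and under camera with an estimated correlation neither did (0.346 and 0.476). With the animal number series as a covariate, Ribosome alone of the 3 passed (camera adjusted p = 1.62e-08). From the pathways of both lists, the paper reasons that lasting changes involve neuronal signaling as well as cellular machinery found in most cell types.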

(Figure 2, Supplemental Table 4, Supplemental Figures 12-16). Given the pathways identified it appears there are long-lasting changes in several signaling pathways that are specific for neurons, and also in cellular machinery/organelles that are found in most cell types.

In our previous study we compiled a list of 72 genes with known roles in pregnancy and/or reproduction (see Supplemental Table 25 in Ray *et al.* 2016). 

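Since the names and symbols of the GABA A receptor genes point to different genes, genes of each kind are given here, for the hypothalamus with 8 virgin and 8 primiparous libraries. Gabra2 (chromosome 5 of GRCm38, 70957597 to 71095849) had 51.6 ± 5.11 CPM in virgin and 40.4 ± 3.38 in primiparous females (SD, n = 8 each), a log2 fold change of −0.35 (standard error 0.0689, adjusted p = 0.00234, edgeR's quasi-likelihood F-test). Gabra3 (chromosome X, 72432681 to 72656848) had 173 ± 18.7 and 143 ± 10.5 CPM, a log2 fold change of −0.27 (adjusted p = 0.00442, edgeR). Gabrg1 (chromosome 5, 70751047 to 70842617) had 143 ± 20.1 and 105 ± 12.1 CPM, a log2 fold change of −0.44 (adjusted p = 0.00181, edgeR). Each of these 3 genes was below the virgin mean in 8 of 8 primiparous females. Gabrg3 (chromosome 7, 56716465 to 57387188) had 9.73 ± 0.894 and 9.5 ± 2.97 CPM, a log2 fold change of −0.043 (standard error 0.151, adjusted p = 0.862, edgeR) whose sign changed under both corrections below. Htr2c (chromosome X, 146962513 to 147197277) had 117 ± 12 and 97.3 ± 11.5 CPM and was lower in 7 of 8 (log2 fold change −0.26, adjusted p = 0.0106, edgeR). Prlr (chromosome 15, 10177238 to 10349180) had 58 ± 6.13 and 47.9 ± 5.96 CPM and was lower in 7 of 8 (log2 fold change −0.27, adjusted p = 0.0147, edgeR). Slc6a3 (chromosome 13, 73536747 to 73578672) varied widely, with 45 ± 23.6 and 26.1 ± 28.1 CPM, and was lower in 7 of 8, with 88.1 CPM in primiparous animal 427. The log2 fold change of Slc6a3 was −0.81 (standard error 0.587, adjusted p = 0.333, edgeR), −1.41 without animal 427 (adjusted p = 0.0725) and −1.37 with limma-voom (adjusted p = 0.0453). After the correction for gene length and GC content, none of Gabra2, Gabra3, Gabrg1, Htr2c and Prlr passed, with adjusted p from 0.17 for Gabra3 to 0.865 for Prlr, and with the animal number series as a covariate none did, with adjusted p from 0.192 to 0.443 (edgeR). In 1 fit of all regions, Htr2c (adjusted p = 0.427) and Prlr (0.762) did not pass. Gm21973 shares 1.32% of the exon bases of Prlr.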

There are six genes that show long-term repression of expression and overlap with these 72 genes: 1-3) *GABA A receptor*, *subunits alpha 1,2 and 3* (*Gabrg* 1, 2 and 3); 4) *serotonin receptor 2C* (*Htr2c*); 5) *neurotransmitter transporter*, *dopamine* (*Slc6a3*); and 6) *prolactin receptor* (*Prlr*). On the other hand, there are three genes that show long-term induction of expression and overlap with these 72 genes: 1) *prolactin regulatory element binding* (*Preb*); 2) *galanin* (*Gal*); and 3) *neuropeptide Y* (*Npy*). 

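Preb (chromosome 5 of GRCm38, 30950853 to 30960361) had 64.3 ± 5.74 CPM in the hypothalamus of virgin females (SD, n = 8) and 73.8 ± 3.05 in primiparous females (n = 8), above the virgin mean in 8 of 8. Its log2 fold change was 0.20 (standard error 0.0556, adjusted p = 0.0144, edgeR's quasi-likelihood F-test), and 21.8% of its exon bases are shared with Abhd1 on the other strand. Gal (chromosome 19, 3409915 to 3414544) had 29.1 ± 3.19 and 37.5 ± 7.9 CPM and was above the virgin mean in 6 of 8, with a log2 fold change of 0.36 (standard error 0.105, adjusted p = 0.0167, edgeR). Npy (chromosome 6, 49822710 to 49829507) had 26.3 ± 7.24 and 38.3 ± 7.54 CPM and was above the virgin mean in 8 of 8, with a log2 fold change of 0.53 (standard error 0.15, adjusted p = 0.0168, edgeR). Each of these 3 genes kept an adjusted p under 0.05 in all 16 fits that left out 1 library. After the correction for gene length and GC content the log2 fold changes were 0.14 (adjusted p = 0.114), 0.19 (0.172) and 0.40 (0.175) for Preb, Gal and Npy. With the animal number series as a covariate they were 0.16 (adjusted p = 0.292), 0.25 (0.392) and 0.55 (0.215). In 1 fit of all regions Gal had an adjusted p of 0.321.

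**Figure D4:**
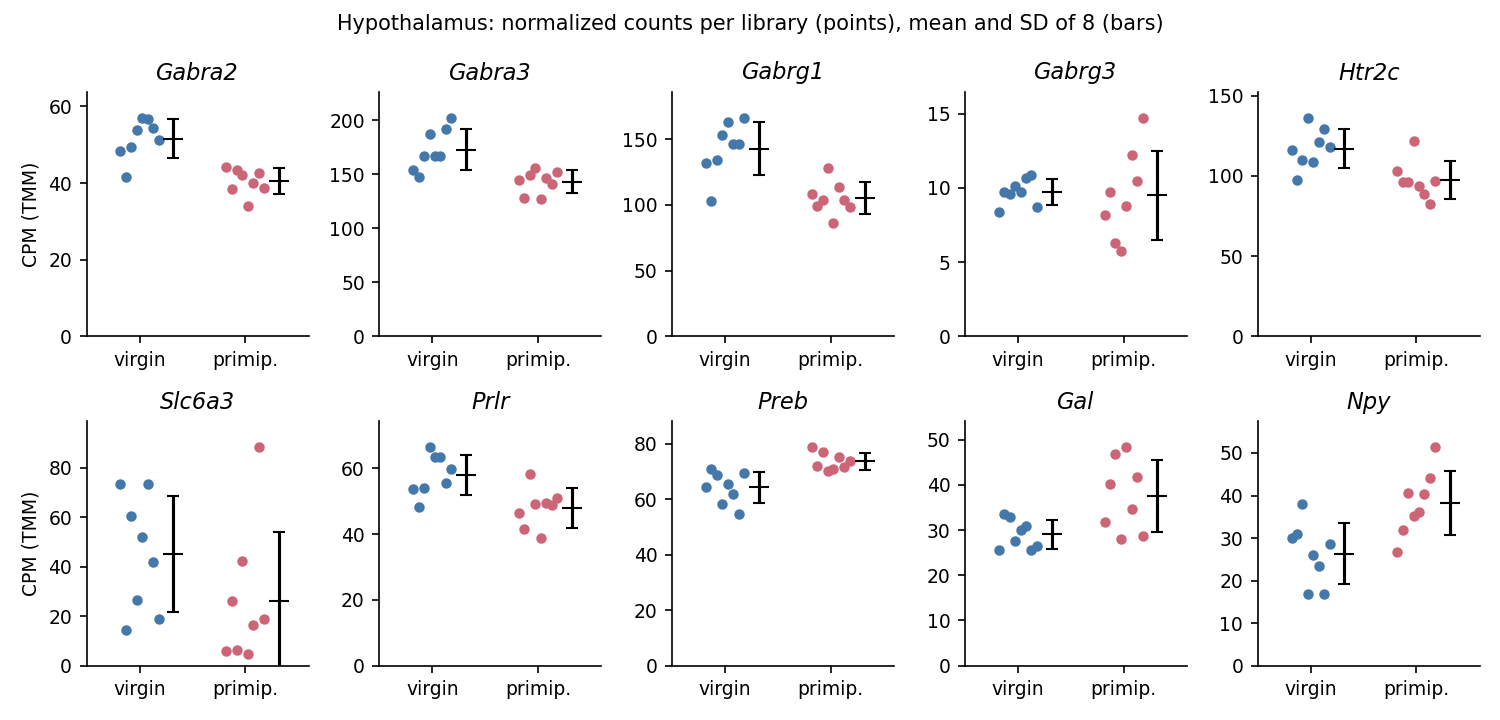
TMM-normalized CPM in the hypothalamus of 10 genes that the paper names or whose symbols it gives, with 1 point per library (8 virgin in blue, 8 primiparous in red) and the mean and SD of each group beside the points. Gabra2 falls from a mean of 51.6 to 40.4 CPM and Npy rises from 26.3 to 38.3 CPM, while Gabrg3 has means of 9.73 and 9.5 CPM.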

Given that these genes have known roles in neuroendocrine functions (Maguire and Mody 2008; Merchenthaler 2010; Angoa-Pérez *et al.* 2014; Wu *et al.* 2014; Muroi and Ishii 2016), they are interesting candidates to functionally analyze to determine their role in long-term behavioral changes. In fact, *galanin*-expressing neurons in the medial preoptic area of the hypothalamus have been found to be necessary for aspects of parental behavior and pup-directed aggressive behaviors in mouse (Wu *et al.* 2014; Kohl *et al.* 2018).

#### Cerebellum:

The cerebellum is known to be a motor control region of the brain and has been included in these studies largely as a control region, as it is not thought to have a specific function in pregnancy and parturition generally. However, there is evidence that the cerebellum has non-motor functions important for many aspects of behavior (Strick *et al.* 2009). In the previous study focused on peripartum time points, 606 genes changed expression in the cerebellum, which was relatively fewer than the other brain regions examined that had more than 1,000 genes with expression changes. Here, 130 genes had significant differences in expression, with 29 genes repressed by reproductive experience (higher in virgin females), and 101 genes induced by reproductive experience (higher in primiparous females). 

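Of the 92 genes that differed in the cerebellum, 14 (15.2%) were lower and 78 higher in primiparous females. DESeq2 gave 171 repressed and 334 induced genes, and the correction for length and GC content gave 128 and 307. The number of repressed genes depended on single libraries, and was 0 without primiparous animal 413 and 394 without primiparous animal 4493. Fabp7 (chromosome 10 of GRCm38, 57784881 to 57788450) rose from 21.9 ± 3.85 CPM in virgin (SD, n = 7) to 39.4 ± 8.05 in primiparous females (n = 8), above the virgin mean in 8 of 8. Its log2 fold change of 0.84 (standard error 0.128, adjusted p = 0.00774, edgeR) kept an adjusted p under 0.05 in 15 of 15 fits that left out 1 library. Foxc2 (chromosome 8, 121116171 to 121118895) rose from 2.62 ± 0.512 to 4.64 ± 0.988 CPM, in 8 of 8 (log2 fold change 0.83, adjusted p = 0.0241, edgeR), and Cebpb (chromosome 2, 167688915 to 167690418) from 5.37 ± 1.37 to 9.09 ± 1.97, in 8 of 8 (log2 fold change 0.77, adjusted p = 0.0283, edgeR). Tmem189 on the other strand shares 20.7% of the exon bases of Cebpb. Among repressed genes, Aloxe3 (chromosome 11, 69125896 to 69149115) fell from 10.4 ± 1.57 to 7.33 ± 1.23 CPM, in 8 of 8 (log2 fold change −0.51, adjusted p = 0.0483, edgeR). Klhl3 (chromosome 13, 58000228 to 58113592) fell from 19.5 ± 3.06 to 14.1 ± 1.97 CPM, in 8 of 8 (log2 fold change −0.47, adjusted p = 0.0322, edgeR). Phyhd1 (chromosome 2, 30266203 to 30282149) fell from 42 ± 4.7 to 31.9 ± 4.58 CPM, in 8 of 8 (log2 fold change −0.40, adjusted p = 0.0279, edgeR), and shares 47% of its exon bases with other genes on its strand. The other 5 genes kept it in fewer of the 15 fits, from 4 for Aloxe3 to 12 for Foxc2. These 6 genes kept an adjusted p under 0.05 after the correction for length and GC content (from 0.00394 to 0.0376, edgeR) and lost it with the animal number series as a covariate (from 0.48 to 0.811).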

Given the list of genes higher in virgins contains only 29 genes, gene set enrichment analysis does not find significant overrepresentation. An examination of the KEGG pathway enrichment for the 101 genes higher in primiparous females shows the most significant enrichments are ‘*Oxidative phosphorylation*’ and ‘*Parkinson’s disease*’ (Supplemental Figure 17)—many of the enriched KEGG pathways were included largely due to increased expression of genes with functions in the mitochondria. 

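In the cerebellum, the family written for Oxidative phosphorylation had 3 induced genes and 0 repressed genes of 77, but 74 of the 77 were higher in primiparous females, with a median log2 fold change of 0.16 (camera adjusted p = 6.01e-16 over 11 families). Ribosome had a median of 0.16, with 80 of 83 genes higher (camera adjusted p = 8.24e-17), and protein processing in the endoplasmic reticulum had a median of 0.043 (camera adjusted p = 0.0254). None of the 3 passed with fry (adjusted p from 0.0976 to 0.107) or with camera's estimated correlation (adjusted p from 0.424 to 0.579). After the correction for length and GC content all 3 passed (camera adjusted p = 8.5e-05 for Oxidative phosphorylation). With the animal number series as a covariate they also passed (2.24e-08 for Oxidative phosphorylation). Over these settings the lowest medians were 0.0656 for Oxidative phosphorylation, 0.0575 for Ribosome and 0.0412 for protein processing. The 13 protein-coding transcripts of the mitochondrial genome took 2.87 ± 0.463% of counts in virgin (SD, n = 7) and 3.84 ± 0.488% in primiparous females (n = 8). Their log2 fold changes ran from 0.41 to 0.75, and 1 of the 13 had an adjusted p under 0.05 (edgeR), or 5 after the correction. From the enriched pathways, the paper reasons that they were largely due to higher expression of genes with mitochondrial functions.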

The cerebellum has expression changes with genes that function in a variety of Biological processes (Supplemental Table 4), including ‘Nervous System Development’, which supports the idea that the cerebellum may have more complex roles, including for maternal behaviors, beyond motor control (Strick *et al.* 2009).

#### Brain regions with no expression differences:

The brain regions for which no genes had significant expression differences—hippocampus, cortex and amygdala—are known to underlie maternal experience, learning and memory, and emotional state, among many functions. 

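At an adjusted p under 0.1 (edgeR's quasi-likelihood F-test), 0 genes differed in the hippocampus (961 at an unadjusted p under 0.05), the cortex (1276) and the amygdala (1544), while 4173 did in the hypothalamus and 535 in the cerebellum. At this threshold, DESeq2 called 13 genes in the hippocampus, 20 in the cortex and 232 in the amygdala, and 1 edgeR fit of all 10 groups called 7, 9 and 432. With the animal number series as a covariate, 96 genes passed it in the amygdala.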

Even if a reduced FDR cut-off is employed (q < 0.1), no significant expression differences were detected. Future higher resolution neuroanatomical and gene expression studies are required to fully understand if there are long-lasting changes in these brain regions due to maternal experience.

## Conclusions

The observation that the hypothalamus has a large number of expression changes fits well with recent, high resolution functional studies of parental behaviors (Wu *et al.* 2014; Kohl *et al.* 2018). Future studies in the hypothalamus, especially in sub-nuclei that direct maternal behaviors may reveal additional genes with expression changes, especially using new single cell RNA-seq approaches. Furthermore, single cell approaches may reveal that changes in expression are of larger magnitude than observed with bulk RNA-seq and more pervasive, given the averaging of expression values across all cells with bulk RNA-seq might limit detection. Further studies using other model systems will also be informative, to identify and understand the evolutionarily conserved gene expression changes. The rich body of information regarding long-lasting, post-reproductive changes in the rat brain and behavior suggests that expression studies in this model system would add important new insights that can be put into context with rat behavioral studies (Bridges 2016), and also for the identification of evolutionarily conserved changes.

How the deposited data were processed for this re-analysis (not part of the article)

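RNA was measured in the hypothalamus, hippocampus, cortex, cerebellum and amygdala of 8 virgin and 8 primiparous C57BL/6 females. The authors isolated polyadenylated RNA, made NEBNext Ultra libraries, pooled the libraries of each region for sequencing, aligned the reads with Hisat2 to mm10 and counted them with featureCounts in Rsubread, using its inbuilt annotation and reads that map a single time. The strand setting of the counting is not stated. The deposited count table holds whole-number counts per gene without normalization, for 27179 genes and 77 libraries. The deposited log2 table, which the authors made in iDEP, holds 13016 genes. The paper and the table's header describe its values as log2(CPM + 4). Recomputed from the counts, log2(CPM + 4) lies away from those log2 values by a median of 3.94, while log2 of the count divided by a median-of-ratios size factor, plus 4, is within 5e-05 of each deposited value. The log2 table is therefore not on the CPM scale, and the main results use log2(CPM + 4) computed from the counts, with the deposited log2 values as an alternative. ERCC spike-in reads are not analysed here.

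The filter of at least 5 CPM in at least 8 libraries gave the same 13016 genes as the deposited log2 table. Gene symbols come from the deposited log2 table for 11939 of its 13016 genes, and otherwise from GENCODE M21 or RefSeq. Positions are those of GENCODE M21 on GRCm38, which is mm10, matched by Entrez identifier. Gene length (bases of all exons) and GC content (longest transcript) were available for 12648 of the 13016 genes (97.17%). The analysis ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Each region was fitted alone with edgeR (TMM normalization, robust quasi-likelihood dispersions, F-test), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Differences between regions were tested as interactions in edgeR fits of 4 groups. Gene families, lists of cell type markers and clock genes were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. Distances between regions were compared within animals by exact sign-flip permutation tests, and the overlap of states by exact permutation over all splits. Permutation tests of correlations used the animals as units. The length and GC correction removed each library's trend with gene length and GC content, fitted by splines with 4 degrees of freedom each, as an offset in the edgeR fit.

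The same animals gave the libraries of all regions, as the mouse numbers of the labels and the paper's methods state, so equal numbers pair the libraries. Same-numbered libraries of 2 regions deviated from their group means with a median correlation of 0.0124 to 0.0766 over the 10 pairs of regions, against −0.0182 to −0.0016 for different animals. The interaction was therefore also fitted with the animal as a replicate block.

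Genes named in the text were chosen by a rule. It takes every gene the paper's text names, of the Figure 1B genes the one with the largest log2 difference per region and each one that goes against the figure, the 5 genes with the largest and the 5 with the smallest log2 fold change among those past the threshold in the hypothalamus, 3 and 3 in the cerebellum, and the gene with the smallest p in a region without calls. The marker lists (choroid plexus, pituitary, thalamus, blood, oligodendrocyte, astrocyte, microglia, endothelial, immediate early and magnocellular genes), the clock lists and the 11 families were written from general knowledge. This rule, these lists, the tests and the alternatives were set before the data were examined, except for the alternatives and tests that the closing section names as chosen afterwards. Some genes that the rule takes are not reported here. The alternatives covered other tests (limma-voom, limma-trend, DESeq2), other normalizations, filters and pseudocounts, the animal number series as a covariate, the length and GC correction, sample quality weights, 1 fit of all 10 groups, the replicate block and leaving out each library of a region.

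The fits were tested on simulated counts of 13016 genes with 200 genes changed. The edgeR fit recovered 93% of them with 11 unchanged genes called, limma-voom 92.5%, DESeq2 94% with 28 unchanged genes called, the fit with the series covariate 86%, the interaction 71% and the interaction with the replicate block 66.5%. With no gene changed, the edgeR fit called 0 of 13016 genes and the fit with the series covariate 1. When a trend with GC content was laid over the groups, the edgeR fit called 1611 genes, 1420 of them unchanged, and the corrected fit called 193, 7 of them unchanged. When the fitted hypothalamic differences were given to the state in simulated counts, the edgeR fit called 2079 genes and the fit with the series covariate 1221. Each set test found the 1 shifted list of 10 and 0 others.

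Depth per library ran from 7959192 to 37871854 counted reads, so that 3 counts correspond to 0.128 to 0.377 CPM in the hypothalamus, below which a value is not resolved. Such limits cover counting error only. Left out were the 3 libraries that the authors removed, Gene Ontology and KEGG enrichment, and the comparison with the earlier peripartum study.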

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

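The test of cerebellar tissue in a hippocampus library was chosen after the result was seen. In 94 groups of 7 or 8 libraries, the gap between the most extreme library and its neighbour was compared with Dixon's 95% critical value, and 15 groups exceeded it where 4.7 would by chance. These 15 are described first.

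Among cortex libraries of primiparous females, that of animal 414 had the highest total, with 30341040 counted reads, far from the other 7. TMM normalization and the CPM scale remove a difference in total, and no explanation of it was tested.

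On the first principal component, the hippocampus library of primiparous animal 413 scored −11.6 and that of virgin animal 4487 scored −18.2, both far from the others of their group and towards the cerebellum's side. For animal 413, cerebellar tissue in the dissection is a candidate explanation. All 11 of 11 genes with the strongest cerebellar enrichment (log2 difference over 4, a limit chosen after the result was seen), and 18 of all 21 listed, were higher in that library than in every other hippocampus library. The share of cerebellar RNA that each of the 11 would need was 6.13% to 9.62% (median 8.48%), and over all 21 it ran from 3.13% for Afap1l1 to 12.6% for Syndig1. A biological difference of this animal's hippocampus would have to raise Gabra6, Cbln3 and the others in proportion, and was not tested otherwise. Without this library, 0 genes passed in the hippocampus, with 1256 at an unadjusted p under 0.05. No explanation was tested for animal 4487.

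In the hypothalamus, Dbp stood at 51.7 CPM in primiparous animal 413 and Slc6a3 at 88.1 CPM in primiparous animal 427, each far above the other 7. Without animal 413 the log2 fold change of Dbp was 0.22 in place of 0.34, and without animal 427 that of Slc6a3 was −1.41 in place of −0.81, so single animals weigh on both. Ranbp3l stood at 8.45 CPM in virgin animal 4489, and without it the log2 fold change was −0.51 in place of −0.91. Neither a technical nor a biological explanation was tested for these animals.

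A further 5 groups are of genes with a mean under 1 CPM. Il17re stood at 0.248 CPM and Comp at 0.62 CPM in primiparous animal 425, Tbx21 at 0.404 and Pcp2 at 0.719 CPM in virgin animal 4489, and Atoh7 at 0.384 CPM in virgin animal 409. These are at most 16 counts in a library, where the others of the group hold mostly 3 or fewer, and counting error alone is large at this depth. Virgin animal 4489 also had the highest Sdf2l1 among the virgin cortex libraries, 15.8 CPM.

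The remaining groups were Klhl3 in the cerebellum, with 25.9 CPM in virgin animal 4486, Phyhd1 in the cerebellum, with 41.9 CPM in primiparous animal 425, and Chga in the amygdala, with 228 CPM in virgin animal 405. Phyhd1 shares exon bases with other genes on its strand, and no explanation was tested for the 3 libraries.

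Tested as an interaction, the difference between virgin and primiparous females in the hypothalamus departed from that in the cerebellum for 2015 genes, from that in the hippocampus for 2243 and from that in the amygdala for 2373. Fold changes rose with GC content in the hypothalamus (Spearman's rho = 0.731 across genes) and fell with it in the hippocampus (−0.361) and the amygdala (−0.43), so a bias between libraries that differs by region may account for part of these counts. With the animal as a replicate block and the length and GC correction, 546 genes departed from the cerebellum, 61 from the hippocampus and 99 from the amygdala. A part that the correction does not remove is therefore present, and these fits do not separate reproductive state from the series of animal numbers, since 7 of 8 primiparous animals and 2 of 8 virgin animals have 3-digit numbers. Against the cortex 0 genes departed (336 at an unadjusted p under 0.05), also with the replicate block and the correction (0, with 470 unadjusted), and 96.6% of the hypothalamic genes had the same direction there. A difference by reproductive experience between the hypothalamus and the cerebellum, hippocampus or amygdala stays open as a biological explanation, untested beyond these fits, and the cortex gives no sign of one.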

How the results depend on the processing

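Alternatives in the first 6 paragraphs were set before the data were examined, and those in the paragraph on added settings were chosen after seeing the data. The cause of a change was not tested unless stated. Adding the 3 libraries that the paper left out could not be run, since they have no column.

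With the animal number series as a covariate, 3 genes passed in the hypothalamus (3 repressed, 0 induced; 1907 at an unadjusted p under 0.05), 0 in the cerebellum (0 repressed, 0 induced; 787 unadjusted) and 14 in the amygdala (96 at an adjusted p under 0.1). This design confounds series and state, which alone costs calls, as 1221 in place of 2079 genes were called on simulated counts. Those 1221 genes are far more than the 3 called here. The simulated genes varied independently, however, while the libraries here share a trend with GC content across genes. The simulations therefore cannot decide whether the confounding alone accounts for the fall. Gabrg3 reversed to 0.169. Among hypothalamus families, Oxidative phosphorylation (0.0342), Glycolysis (0.0742), Ubiquitin mediated proteolysis (−0.0438), Dopaminergic synapse (−0.0364) and Retrograde endocannabinoid signaling (−0.0385) no longer passed. In the cerebellum, Glycolysis (−0.0501) newly passed, and Long-term potentiation (0.00478) and Axon guidance (0.0192) reversed. The clock genes opposite to Dbp reversed in the hypothalamus (0.00319) and no longer passed in the hippocampus (0.0473), while those high with Dbp newly passed in the cortex (−0.0972) and the amygdala (−0.177).

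After the length and GC correction, 406 genes passed in the hypothalamus (185 repressed, 221 induced) and 435 in the cerebellum (128 repressed, 307 induced). Gabrg3 reversed to 0.12. In the hypothalamus Spliceosome newly passed (0.0538), Glycolysis (0.0231) and Ubiquitin mediated proteolysis (−0.0105) no longer passed, and Endocytosis (−0.00554) and Axon guidance (−0.0184) reversed. In the cerebellum Spliceosome newly passed (−0.0425), and Ubiquitin mediated proteolysis (−0.000232), Retrograde endocannabinoid signaling (0.00749), Long-term potentiation (0.0115) and Axon guidance (0.0266) reversed.

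Limma-voom with sample quality weights gave 4900 genes in the hypothalamus (2577 repressed, 2323 induced), 618 in the cerebellum (226 repressed, 392 induced), 2 in the hippocampus (6 at an adjusted p under 0.1) and 21 in the amygdala at 0.1. DESeq2 gave 505 in the cerebellum (171 repressed, 334 induced), 13 in the hippocampus at either threshold, 20 in the cortex at 0.1, and 106 in the amygdala (232 at 0.1). The edgeR fit of all 10 groups gave 6 genes in the hippocampus (7 at 0.1), 6 in the cortex (9 at 0.1), 142 in the amygdala (432 at 0.1) and a mean fold change of 1.635 in the cerebellum. Adjustment over all 5 regions together gave 1238, 238, 26, 23 and 76 genes in the hypothalamus, cerebellum, hippocampus, cortex and amygdala, where the tests of the hypothalamus raise the threshold of the others by construction. Limma-trend gave 53 genes in the cerebellum (42 induced), and limma-voom without TMM gave 51 induced there. The filter within the region gave 26 repressed genes in the cerebellum. Without a filter, the mean fold change was 1.559 in the hypothalamus and 1.715 in the cerebellum, where 8 genes were repressed, the first principal component held 46.7%, and the amygdala's overlap share was 9.7% (adjusted exact p = 0.0536). With the ratio of group means of log2(CPM + 4), the mean fold change was 1.045 and 1.065 in the hypothalamus and the cerebellum, by construction of that ratio.

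With scaled genes the first components held 30.7% and 21.5%. Over the 1000 most variable genes, the difference between the hippocampus to amygdala and the cortex to amygdala distances reversed to 3.19. A pseudocount of 1 gave an amygdala overlap share of 9.39% (adjusted exact p = 0.0839). The replicate block gave 1449 genes that departed from the hippocampus, and 546, 61 and 99 genes against the cerebellum, hippocampus and amygdala with the length and GC correction; the block changed no other call. Under camera with an estimated correlation, which leaves the medians as they are, Ribosome (0.156), Oxidative phosphorylation (0.0618), Glycolysis (0.118), Ubiquitin mediated proteolysis (−0.0547), Dopaminergic synapse (−0.0435) and Retrograde endocannabinoid signaling (−0.0232) no longer passed in the hypothalamus (adjusted p from 0.339 to 0.639), nor did Ribosome (0.161), Oxidative phosphorylation (0.158) and protein processing (0.0433) in the cerebellum (from 0.424 to 0.579). Under fry, Oxidative phosphorylation (0.0618) no longer passed and Long-term potentiation (−0.013) newly passed in the hypothalamus, and in the cerebellum Ribosome (0.161), Oxidative phosphorylation (0.158) and protein processing (0.0433) no longer passed and Axon guidance (−0.00522) was assigned the other direction.

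Among fits that each left out 1 library, the hypothalamus gave 2014 to 4119 genes (without virgin 4490 and without primiparous 418). Repressed genes there ran from 1093 to 2126 and induced genes from 921 to 1993, in the same 2 fits. In the cerebellum repressed genes ran from 0, without primiparous animal 413 among others, to 394, and induced genes from 6 to 509. Without virgin animals 4486 and 409, the cerebellum gave 6 and 8 genes, and without primiparous animal 4493 it gave 903. In the hippocampus 2 of 15 such fits called a gene, 1 each without primiparous animals 425 and 427 (1 and 2 at 0.1), and the fits without virgin animals 405 and 4486 called 4 and 1 at 0.1 and none at 0.05 (970 and 917 at an unadjusted p under 0.05). In the amygdala 2 of 15 did, with 31 genes without primiparous animal 413 (159 at 0.1) and 2 without virgin animal 4486 (4 at 0.1), and those without primiparous animal 414 and without virgin animal 409 called 2 each at 0.1 and none at 0.05 (1482 and 1672 unadjusted). In the cortex 0 of 16 did (798 to 2772 unadjusted). Gabrg3 ranged from −0.171 to 0.0358 and reversed in 2 of 16 fits, without primiparous animals 415 and 418. Among named genes under the other planned settings, 241 results were the same, 84 lost and 6 gained their call and 2 reversed, and among the fits that left out 1 library 401 were the same, 99 lost and 2 gained their call and 2 reversed. All other summary results under the planned settings, 276, kept their direction and side of the threshold, or stayed within the spread or 1.5 times.

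The added settings chosen after seeing the data gave the following. Limma-voom applied to the deposited log2 values gave mean fold changes of 1.029 and 1.043 in the hypothalamus and the cerebellum and 54 genes in the cerebellum (8 repressed, 46 induced), and limma-trend on them gave 6 repressed genes there. Limma on them in 1 fit of all regions gave 915 induced genes in the hypothalamus, 25 repressed in the cerebellum and 180 genes in the amygdala (559 at 0.1), and limma-voom on them in such a fit gave mean fold changes of 1.031 and 1.042, 147 genes in the cerebellum (75 repressed) and 201 in the amygdala (556 at 0.1). Limma-voom on counts in 1 fit of all regions gave 811 induced genes in the hypothalamus, 327 genes in the cerebellum (176 repressed, 151 induced) and 115 in the amygdala (337 at 0.1). Without TMM that fit gave 979 repressed genes in the hypothalamus, 316 in the cerebellum (198 repressed, 118 induced), 4 in the cortex (576 at 0.1) and 144 in the amygdala (369 at 0.1), and with size factors 155 in the cerebellum (88 repressed), 5 in the cortex (732 at 0.1) and 260 in the amygdala (672 at 0.1). With log2 Prl as a covariate 1 gene passed in the cerebellum (0 repressed, 1 induced) and 2700 in the hypothalamus. The ratio of means of the deposited log2 values was 1.03 and 1.045 in the hypothalamus and the cerebellum. On the deposited log2 values the first component held 49.1%, the cortex to amygdala minus hippocampus to cortex distance was −2.35 (adjusted p = 0.111 by permutation), and the amygdala's overlap share 9.04% (adjusted exact p = 0.085). In the first 2 components, hippocampus to amygdala and cortex to amygdala minus hippocampus to cortex reversed to 12.1 and 14.8, and hippocampus to amygdala minus cortex to amygdala was −2.71 and newly passed.

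Depth limits genes with few counts, such as Il17re, Comp, Tbx21, Atoh7 and Pcp2 in the hypothalamus, where 2 to 8 of the 8 libraries of a state hold 3 counts or fewer.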

Differences from the paper's values

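The paper gives 29 genes as repressed in the cerebellum, and here 14 passed. Of the alternatives set before the data were examined, 5 gave a number within 1.5 times of the paper's: the filter within the region (26), 1 fit of all 10 groups (20), and the fits without primiparous animal 418 (33), without virgin animal 405 (34) and without virgin animal 4488 (29), and the other 21 did not. Limma on the deposited log2 values in 1 fit of all regions, chosen after seeing the values, gave 25.

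The paper's mean fold changes are 1.03 for the hypothalamus and 1.04 for the cerebellum, each ± 0.02 without naming SD or SEM, where the fitted fold changes gave 1.22 and 1.32. Taken as the ratio of group means on the log2(CPM + 4) scale, an alternative set before the data were examined, they were 1.045 and 1.065. With the deposited log2 values that ratio was 1.03 and 1.045, and limma-voom applied to the deposited log2 values gave 1.029 and 1.043, in 1 fit of all regions 1.031 and 1.042, settings chosen after seeing the values. The paper reports no gene over 2-fold, while 8 genes of the hypothalamus had a fitted fold change over 2, with 0 there under DESeq2 and under the filter within the region. In the cerebellum the edgeR fit gave 0 such genes, but DESeq2 gave 5 (largest 28.9), limma-voom with sample quality weights 5, the fit of all 10 groups 5 (largest 22.4), the fit without a filter 2 and that without primiparous animal 4493 9.

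The paper ranks hippocampus and cortex as the most similar regions, while over all genes the cortex lay closer to the amygdala than to the hippocampus, by −3.86. In the first 2 principal components, a setting chosen after seeing the data, hippocampus and cortex were closest, at 4.73. Figure 1B lists Ppid as enriched and Vamp1 and Atp1b3 as depleted in the cortex, where their log2 differences from the other regions were −0.018, 0.28 and 0.032.

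The paper lists Slc6a3 among repressed genes, and its adjusted p here was 0.333 (edgeR). It passed with limma-voom (adjusted p = 0.0453), limma-voom without TMM (0.0459) and limma-voom with sample quality weights (0.0307), and in added fits of all regions with limma-voom that were chosen after seeing the values (from 0.00198 to 0.00329). Gabrg3, whose symbol the paper gives, had an adjusted p of 0.862 (edgeR) and passed in none of the settings run, while Gabra2 and Gabra3, whose names it gives, passed. Among pathways the paper lists for repressed or induced genes, the families for Spliceosome (median log2 fold change 0.048 in the hypothalamus) and Long-term potentiation (−0.013) did not pass as sets with camera, which tests a shift of the whole set in 1 direction and not overrepresentation among the called genes, so the 2 kinds of result are not the same measure. Spliceosome passed after the length and GC correction and Long-term potentiation with fry.

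The paper reports no differing gene in the hippocampus, the cortex and the amygdala at either threshold, as did the edgeR fits of each region alone (961, 1276 and 1544 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, those that did call genes there were DESeq2 (13 in the hippocampus and 106 in the amygdala), limma-voom with sample quality weights (2 in the hippocampus), the series covariate (14 in the amygdala), the fit of all 10 groups (6, 6 and 142), adjustment over all regions together (26, 23 and 76), and 2 of 15 fits that left out 1 library in the hippocampus (1 gene each) and 2 of 15 in the amygdala (31 genes without primiparous animal 413 and 2 without virgin animal 4486). The 5 added fits of all regions, chosen after seeing the values, called from 115 to 260 genes in the amygdala (337 to 672 at 0.1), and limma-voom without TMM and with size factors called 4 and 5 in the cortex (576 and 732 at 0.1).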

Other observations

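The tests of the trend with GC content across families and of the genes lost by the correction, of the share in the cortex, of pituitary RNA, of mitochondrial transcripts, and of series, GC content and pituitary tissue in the cerebellum were chosen after the results were seen.

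The libraries of each region were split anew into groups of the same sizes 100 times, the real split included, out of 6435 possible splits. In the hypothalamus 1 of the 100 splits, the real one, gave as many as 2939 genes, and the highest other gave 982. In the cerebellum 1 of 100, the real one, gave as many as 92, and the highest other gave 0 (2115 at an unadjusted p under 0.05). In the hippocampus, the cortex and the amygdala all 100 of 100 gave at least the 0 genes of the real split, as any split must, and the highest other gave 535, 1423 and 4. Splits unrelated to state can thus give many calls. At an unadjusted p under 0.05, 18, 12 and 2 of the 100 splits of these regions gave as many genes as the real 961, 1276 and 1544.

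For the differences in the hypothalamus, several technical explanations were tested. Library totals did not differ between the groups (exact permutation test, two-sided, p = 0.815). After the correction for gene length and GC content 406 genes passed, against at most 7 in 99 other splits under the same correction. This argues against a trend of the fitted form as the whole cause. Bias that the fit leaves in place could still go with the state, and was not tested. For pituitary tissue, Prl had a log2 fold change of 0.40 (standard error 1.41), and with log2 Prl as a covariate 2700 genes passed, 2659 of them among the 2939. For choroid plexus, Ttr passed (log2 fold change 1.52, standard error 0.454), with 3 of 8 listed genes higher, but averaged 3.29 CPM in primiparous females, far below the 485 CPM of the cerebellum libraries of the same animals. For the share of oligodendrocytes, 4 of 10 myelin genes passed before and 0 of 10 after the correction, with log2 fold changes from −0.16 to 0.15 and Mbp at −0.00047 (standard error 0.0639). For differences shared by all regions, 22.8% of the 2939 genes had the same direction in the hippocampus, 22.3% in the amygdala, 43.1% in the cerebellum and 96.6% in the cortex, where reassigned animals gave a median of 50.6%, 46.5%, 53% and 51.9%, so the direction is shared with the cortex and not with all regions. These values argue against library totals, pituitary tissue, choroid plexus, oligodendrocyte share and a difference common to all regions as the source of the pattern. Against bias with gene length and GC content they argue only for the fitted trends, and only as the whole cause. After the correction 2667 of the 2939 genes lost their difference, and for these such bias stays open. Thalamic tissue in the dissection cannot be told apart, since the 8 thalamic genes had a median log2 fold change of −0.33 (camera adjusted p = 0.119) with 2 of 8 higher.

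The animal number series cannot be told apart from reproductive state in the hypothalamus, where 3 genes passed for state with the series as a covariate and 0 for the series (1690 at an unadjusted p under 0.05). The series alone, without the state, called 2813 genes, 1932 of them among the 2939. The 3 animals that break the confounding were placed on a scale from the mean of 4-digit virgin (0) to that of 3-digit primiparous animals (1), with genes and direction taken from the other animals. Virgin animal 405 lay at 0.224, virgin animal 409 at 0.767 and primiparous animal 4493 at 0.555, while primiparous animal 418, which breaks nothing, lay at 0.287. They do not decide between series and state, and the paper's husbandry table, which may say whether the numbers mark a cohort, a cage or a batch, was not analysed here. In the cerebellum 0 genes passed for state with the series as a covariate (787 at an unadjusted p under 0.05), and 0 for the series beside it (656), and virgin animals 405 and 409 lay at 0.539 and 0.106 and primiparous animal 4493 at 0.0741. The series alone called 0 genes there, where state alone called 92, which goes against the series, but at an unadjusted p under 0.05 it gave 2553 and state 2538, so series and state cannot be told apart there either. In the cerebellum the correction for length and GC content raised the count to 435, with 0 in any of 99 other splits (1947 unadjusted). This argues against a trend of the fitted form as its cause. Pituitary tissue in the dissection stays open for the cerebellum, where with log2 Prl as a covariate 1 gene passed in place of 92. The 92 genes kept their direction and a median share of 0.894 of their log2 fold change (from 0.68 to 1.13), but they were chosen for their difference, and Prl goes with the state there (log2 fold change 4.75, standard error 1.5), so pituitary tissue and state cannot be told apart. The biological explanation that the design gives, lasting effects of reproductive experience, stays open in both regions. By the paper's methods, unmated females shared cages, while each mated female was penned with a male that was later removed. The paper states that contact with males could underlie some of the changes. Housing and male contact go with the state and cannot be told apart from it here.

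A trend of log2 fold changes with GC content was present in the hypothalamus within 11 of 11 gene families (Spearman's rho from 0.465 to 0.83 across genes). That all families of unlike function share it is consistent with a bias between libraries, but the trend differs between the states as a group (exact p = 0.00186, two-sided) and a bias can be confounded with state. A total of 2667 genes of the 2939 lost their difference after the correction. For these the bias and a biological change that goes with GC content cannot be told apart, since the correction removes both. In the cortex the fold changes rose with GC content too (Spearman's rho = 0.738 across genes), and 96.6% of the hypothalamic genes had the same direction there. After correction of both regions, 90.9% of the 406 genes still did. Of 100 reassignments of animals 0 gave as high a share, and their 95th percentile was 69.7%. The fitted trend with GC content is therefore not the whole source of this sharing. The paper does not report a shared direction between hypothalamus and cortex.

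For Dbp, the phase of the daily clock at harvest was tested. A shift of the animals' clock would give the same direction in every region. Clock genes high with Dbp had a median log2 fold change of 0.11 in the hypothalamus (camera adjusted p = 0.422). In the other regions it ran from −0.18 in the cerebellum to −0.062 in the hippocampus, with genes opposite to Dbp higher. Since neither list passed in the hypothalamus (0.454 with camera for the opposite genes), the test cannot decide on a shared shift. A change of the clock within the hypothalamus alone stays open and was not tested.

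The 13 protein-coding transcripts of the mitochondrial genome were lower in the hypothalamus of primiparous females, with 4.5 ± 0.284% of counts in virgin (SD, n = 8) and 3.3 ± 0.353% in primiparous females (n = 8) and a median log2 fold change of −0.48. After the correction 7 of them passed, with a median of −0.22, so the fitted trends with GC content and length are not the whole cause. In the cerebellum they went the other way, and the paper does not report them apart from nuclear genes.

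Transcripts of the pituitary hormones Prl and Gh were present in libraries of all 5 regions. Prl was highest in the amygdala (125 CPM) of primiparous animal 427 and the hypothalamus (120 CPM) of virgin animal 4490. Over the 10 pairs of regions and 14 to 16 animals, Prl correlated with Spearman's rho from 0.714 to 0.879 and Pearson's r from 0.702 to 0.97 (permutation p adjusted over 15 relations at most 0.00343 for rho and 0.00683 for r). Without the 2 animals farthest from the median, r was 0.155 between hypothalamus and hippocampus and 0.382 between hypothalamus and cerebellum, so those relations rest on these animals, and 0.646 to 0.949 for the other pairs. Within states, rho ran from 0 to 0.703 among virgin and from 0.786 to 0.952 among primiparous animals. Within the series of animal numbers, rho ran from 0.767 to 0.971 for 3-digit and from 0.426 to 0.928 for 4-digit numbers. Within each region, Prl and Gh correlated with rho from 0.874 to 0.921, and with r from 0.969 to 0.98 (0.937 to 0.965 without the 2 extremes). Carry-over of pituitary RNA within an animal, at dissection, may explain it, since levels in 1 region went with those in the others (lowest rho 0.714), while expression of both hormones in all 5 regions would be the biological alternative and was not tested otherwise. Prl was higher in primiparous females in the cerebellum (log2 fold change 4.75, standard error 1.5) without passing the threshold (adjusted p = 0.123, edgeR).

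The marker lists were tested with camera over 10 lists in each region. In the hypothalamus none passed, with medians from −0.33 for thalamus to 0.68 for blood (3 genes tested), 0.33 for pituitary (4 genes), −0.17 for choroid plexus, −0.045 for oligodendrocyte, −0.04 for astrocyte, 0.037 for microglia, 0.098 for endothelial, 0.12 for immediate early and 0.38 for magnocellular genes (2 genes). Adjusted over the list alone, 2 of 8 thalamus, 2 of 3 blood, 4 of 10 oligodendrocyte, 2 of 10 astrocyte, 1 of 8 choroid plexus, 1 of 4 pituitary and 0 of 10 endothelial genes passed there, and over all genes tested as many did, except for 1 endothelial gene. In the cerebellum blood (median log2 fold change 0.91, camera adjusted p = 2.11e-06), microglia (0.29, 2.11e-06, 10 of 10 genes higher), oligodendrocyte (0.15, 0.000212) and pituitary genes (3.41, 0.0434) passed, and blood (0.0143) and microglia (0.00337) also under fry. Choroid plexus (0.49), thalamus (0.031), astrocyte (0.035), endothelial (−0.0085), immediate early (0.031) and magnocellular genes (−1.96) did not. In the hippocampus blood (0.64), pituitary (3.27), magnocellular (1.21), microglia (−0.073) and immediate early genes (−0.17) passed with camera, in the cortex blood (0.47) and immediate early genes (0.17), and in the amygdala blood (0.73), astrocyte (0.12), microglia (0.095) and immediate early genes (−0.22), and none of these passed under fry. The other lists of those regions did not pass, with medians from −0.69 for magnocellular genes in the cortex to 2.38 for pituitary genes in the amygdala. Brain tissue expresses most genes of the glial, endothelial and immediate early lists, so that they do not separate a change in cell share from a change in expression. With length and GC content corrected, blood (camera adjusted p = 3.89e-05), microglia (5.61e-05) and oligodendrocyte genes (0.00082) still passed in the cerebellum and pituitary genes did not (0.053), and immediate early genes no longer passed in the cortex (0.109) and the amygdala (0.274). Newly passing under it were astrocyte (0.0123) and magnocellular genes (0.041) in the cerebellum and choroid plexus, astrocyte and microglia genes (0.0188 each) in the cortex. No other explanation of these list results was tested.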
